A study of Mus musculus with 28 samples. Its data were reported in "Critically short telomeres derepress retrotransposons to promote genome instability in embryonic stem cells" (2023).

How the data were processed

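Gene expression was measured by paired-end mRNA sequencing of TruSeq RNA libraries in wild-type (WT) mice and in mice without Terc, the gene of the telomerase RNA component. There were 28 libraries in 14 groups, with 2 libraries for each genotype in each of 7 cell types or tissues. These were tail tip, liver, testis, tail-tip fibroblasts (TTFs), adipose-derived stem cells (ASCs), and embryonic stem cells (ESCs) at an early and at a late passage. The sample labels give generation G3 for the tissues, TTFs and ASCs and G4 for the ESCs, where the generation counts successive crosses without telomerase. Groups were taken from the sample labels alone. Nothing in the labels says whether the libraries of a group came from separate animals or cultures, although the methods call them biological replicates, so p-values measure the spread between these samples, which may be technical. The codes in the ESC labels point to 1 line per genotype, so line and genotype cannot be separated there. The columns of the tables repeat 1 name for the libraries of a group, so the libraries are called a and b in column order, which names them and nothing more.

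The deposited table of expected counts holds unscaled fragment counts for 25170 genes, which need not be whole. Between 93.97% and 95.73% of the values of a library were whole with no tolerance, zeros included, and all were rounded to whole numbers before testing. A second deposited table gives FPKM values, which the authors scaled by transcript length and by library size. According to the submitters' processing notes, reads were checked with FastQC 0.11.9, aligned with STAR 2.5.3a and quantified with Cufflinks 2.2.1, on genome build mm10. The gene annotation and whether counting used the strand are not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart, and reads of near-identical family members may have been split or lost. Total counts ranged from 11244378 in library a of WT liver to 28508020 in library a of WT late ESCs. No mitochondrial gene was in the table. No library pair of a group differed by as little as sampling noise, with a chi-square per degree of freedom of 2.37 in late Terc-/- ESCs to 93.79 in WT TTFs. All 28 libraries were therefore counted separately.

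Each genotype comparison used the libraries of 1 cell type. Counts were scaled by TMM, genes were kept by filterByExpr with a minimum count of 10, and genes were tested with edgeR's robust quasi-likelihood F test (edgeR 4.0.16, R 4.3.3). Adjusted p-values are by Benjamini-Hochberg over the kept genes, and genes under 0.05 are said to rise or fall in Terc-/- against WT. Log2 fold changes are given with a standard error computed from the F statistic, and levels as CPM, counts scaled by TMM-normalised library size, as mean ± SD with n = 2 per group. A separate fit of the ESC libraries tested the interaction of passage and genotype and the difference between passages within each genotype. With 2 samples against 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so the tests depend on the spread that edgeR shares between genes. Where a gene had 0 counts in 1 group, the fold is a lower bound against 3 counts over the group, and with 1 to 3 counts it is a ratio of normalised counts with its exact 95% interval. Bounds and intervals cover counting error only. Gene positions are from the RefSeq annotation of GRCm38, the assembly of mm10, with 24975 genes matched by symbol, 105 by synonym, 9 through GENCODE and 81 not matched.

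Gene lists were fixed before the data were examined and tested with camera (limma 3.58.1) at a preset correlation of 0.01, and again with the correlation estimated from the libraries. The second form rests on the few residual degrees of freedom of the 4 libraries of a comparison, so it has little power whatever the correlation. Lists with fewer than 3 kept members were not tested. In every cell type the lists were p53 targets, telomere maintenance, DNA repair, interferon response, inflammation and secreted senescence factors, cell cycle, retrotransposon silencing factors, mitochondrial respiration and biogenesis, macrophage and immune cell markers, and fibroblast and matrix markers. Marker lists of smooth muscle, skeletal muscle, keratinocytes and hair, cartilage and bone, adipocytes, endothelium, red blood cells and mesenchymal stem cells, and lists of HOX, circadian clock and imprinted genes, were used where they applied. Liver had male-biased and female-biased genes, cholesterol and fatty acid synthesis, fasting and PPAR alpha targets, acute phase response, xenobiotic metabolism and bile acid metabolism. Testis had Sertoli cell, Leydig cell, spermatogonia, meiotic spermatocyte, round spermatid and elongating spermatid markers and the piRNA pathway. ESCs had pluripotency, 2-cell embryo genes, primitive endoderm and endoderm, primed epiblast and mesoderm, neural lineage, trophoblast lineage, germline genes and the piRNA pathway. Sex-linked genes are given as levels only.

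The rule for named genes was fixed at the same time. It takes up to 6 genes with the largest rise and up to 6 with the largest fall per genotype comparison, among genes past the threshold with a mean of at least 1 CPM, complete separation of the libraries and a symbol that is not a gene model name. It adds up to 3 members of each list with the smallest adjusted p, and Terc. Where fewer than 3 genes pass in a direction, the smallest unadjusted p-values fill up to 3. For the interaction and passage contrasts it takes up to 5 genes each way, and across cell types up to 10 genes called in the most comparisons. Genes named outside this rule are said to have been chosen after their values were seen. Chromosomes were tested as gene sets with camera, and genes within 20 Mb of the last annotated gene end of a chromosome, its distal end, were compared with all others by a two-sided Fisher's exact test.

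The alternatives were DESeq2 1.42.0 (Wald test, and its size factors in edgeR), library totals without TMM factors, no filter, a single fit of all 28 libraries, an added fold change limit of 2, the study's rule of a fold change over 2 with an unadjusted p under 0.05, limma-trend on log2(FPKM + 1) or log2(FPKM + 0.1) of the deposited table with a minimum FPKM of 1, no FPKM filter, windows of 1 and 50 Mb or both chromosome ends, the estimated correlation, and leaving out each library. Library totals alone, and genes shared between cell types without 1 library, were added after the data had been seen. The edgeR tests were run on simulated counts with the means and library sizes of each comparison, 100 genes changed 2-fold and 100 changed 4-fold. Of the 2-fold changes 24 were called in TTFs, 46 in testis, 50 in liver, 72 in tail tip, 86 in early ESCs, 88 in ASCs and 91 in late ESCs, and of the 4-fold changes between 80 in TTFs and 100 in ASCs and late ESCs. For the interaction and the passage differences in WT and in Terc-/- ESCs, 82, 92 and 87 of the 2-fold changes were called. False calls numbered 3 in TTFs to 11 in testis and in the interaction, and no changed gene was called in the wrong direction. Simulated genes were independent and had the same dispersion in both genotypes. In the data spread could differ, with a chi-square per degree of freedom of 9.38 in WT and 52.61 in Terc-/- testis. The simulation does not show how the tests behave there. Reads of retrotransposons, chromatin, exome and genome data were not analysed here. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.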

Results

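Expression of protein-coding and other annotated genes was compared between wild-type (WT) mice and mice lacking Terc, the RNA that telomerase copies into telomere repeats. Terc-/- tissues and somatic cells were of generation G3 and the embryonic stem cells (ESCs) of generation G4. The samples were tail tip, liver, testis, tail-tip fibroblasts grown out of tail pieces (TTFs), adipose-derived stem cells cultured from fat (ASCs), and ESCs at an early and a late passage, with n = 2 libraries per genotype in each. Total counts per library were 13701151 to 14815225 in tail tip, 11244378 to 14205396 in liver and 13281827 to 17454009 in testis. They were 14634782 to 24073791 in TTFs, 20748493 to 27491005 in ASCs, 14476312 to 24931965 in early ESCs and 16914618 to 28508020 in late ESCs. Terc itself had 0 counts in all 14 Terc-/- libraries. The WT libraries a and b held 9 and 4 Terc counts in tail tip, 1 and 0 in liver, 2 and 4 in testis, 0 and 5 in TTFs, 5 and 0 in ASCs, 3 and 2 in early ESCs, and 9 and 4 in late ESCs. At these low counts a 0 allows up to 3 counts in a library, and 3 WT libraries also had 0.

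Each comparison asked which genes differ in a cell type whose donor mice or cells have gone without telomerase. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 30 of 15198 kept genes passed in tail tip, 4.79% of 12039 in liver and 8507 of 16355 in testis. In cultured cells 0 of 13303 passed in TTFs, 1682 of 13547 in ASCs, 8060 of 14648 in early ESCs and 9599 of 14549 in late ESCs. Of the lists used in every cell type, p53 targets had a positive median log2 fold change in all 7, from 0.17 in tail tip and liver to 0.91 in testis. Their test passed in testis, TTFs, ASCs and both ESC passages. Macrophage and immune cell markers had a median of 1.91 in testis, -2.16 in TTFs and -2.80 in ASCs. Interferon response genes had a median of 1.49 in testis and 1.66 in late ESCs. In all, 68 of 137 list tests passed at the preset correlation and 0 with an estimated correlation. In tail tip, adipocyte markers had an estimate of -0.064, below the preset 0.01, yet the unadjusted camera p went from 2.18e-06 to 0.0366. Interferon response genes there had an estimate of 0.341, well above the preset. Failing the second form therefore does not by itself show that the genes of a list moved together.

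**Figure D1:**
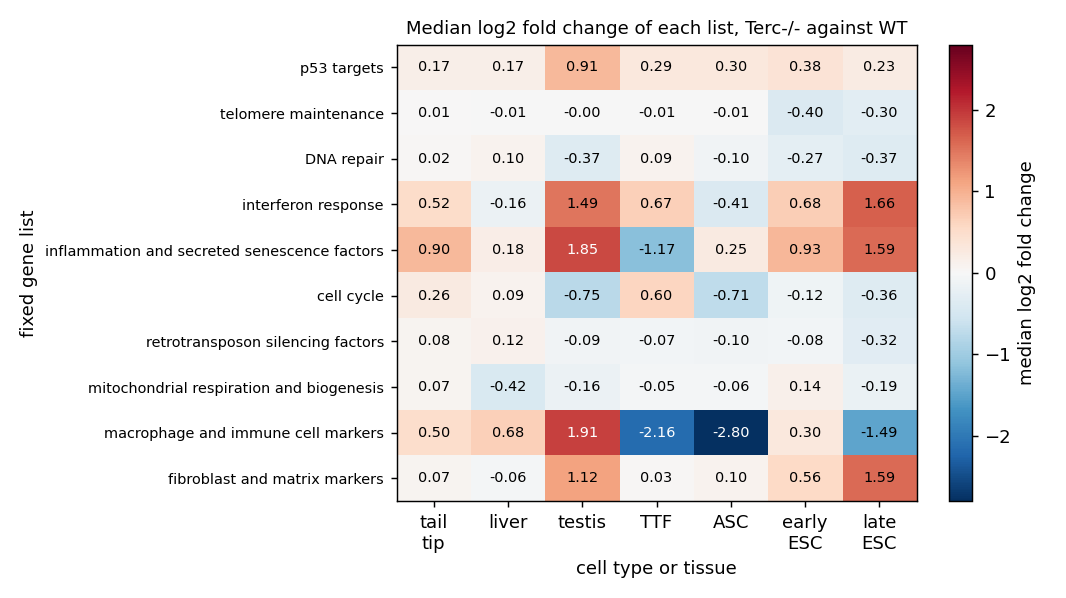
Median log2 fold change, Terc-/- against WT, of the kept members of 10 fixed gene lists (vertical axis) in 7 cell types or tissues (horizontal axis), from 2 libraries per group. Red cells are medians above 0 and blue cells below 0; the lowest is macrophage and immune cell markers in ASCs (-2.80) and the highest the same list in testis (1.91).

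In the tail tip, 26 genes rose and 4 fell in Terc-/- animals. S100a8, which with S100a9 forms the antimicrobial protein calprotectin, rose from 7.52 ± 2.06 to 184 ± 16.2 CPM (log2 4.61 ± 0.21, adjusted p = 0.000664, mm10 chromosome 3, 90669071 to 90670034). S100a9 rose from 7.14 ± 2.99 to 139 ± 16.01 CPM (4.28 ± 0.31, adjusted p = 0.0272). Krt16, a keratin of hyperproliferative epidermis, rose from 38.1 ± 1.88 to 522 ± 160.5 CPM (3.78 ± 0.24, adjusted p = 0.00715, chromosome 11, 100246091 to 100248902). The cytokine gene Il1b rose from 0.676 ± 0.119 to 13.8 ± 3.75 CPM (4.32 ± 0.36, adjusted p = 0.00884, chromosome 2, 129364569 to 129371164). The neutrophil attractant Cxcl5 rose from 2.15 ± 0.105 to 15.1 ± 0.633 CPM. The 4 genes that fell were led by Prg4, which encodes a lubricating protein of joints and tendon sheaths (158 ± 22.5 to 60.9 ± 11.9 CPM, log2 -1.37 ± 0.17, adjusted p = 0.0335). The others were Angptl7 (-1.36 ± 0.13), the steroid enzyme Cyp17a1 (-1.23 ± 0.17) and the immediate early gene Egr1 (-1.16 ± 0.12). The cornified envelope gene Lce3b was at least 37.2-fold and the macrophage enzyme gene Acod1 at least 33.6-fold higher. Lce3a, Cxcl2 and Sprr2e were 157-fold (95% interval 27.7 to 6225), 73.4-fold (24.8 to 358) and 67.8-fold (18.4 to 565) higher by ratio. The Lce3 and Sprr2 families hold near-identical copies that can share reads, so their single members are uncertain.

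Of 37 kept genes for inflammation and secreted senescence factors in the tail tip, 4 rose and 0 fell over all genes, and 16 rose adjusted over the list alone. Their median log2 fold change was 0.90 (camera adjusted p = 5.48e-38, adjusted p = 0.348 with an estimated correlation). Of 24 macrophage and immune cell markers 2 rose, and 11 rose and 1 fell adjusted over the list alone. Their median was 0.50 (adjusted p = 8.83e-29, adjusted p = 0.361 with an estimated correlation). No member passed over all genes in the remaining lists whose test passed, and their adjusted p with an estimated correlation was 0.616 except 0.348 for adipocyte markers. Those that pointed upward were interferon response genes (43 kept, median 0.52, adjusted p = 1.66e-14, 0 over the list alone), cell cycle genes (43, median 0.26, 2.13e-07, 0 over the list alone) and adipocyte markers (16, median 0.25, 8.3e-06, 3 higher over the list alone). The downward ones were cartilage and bone markers (21, median -0.31, 0.000123, 2 lower over the list alone), red blood cell markers (6, median -1.04, 0.00162, 1 lower) and HOX genes (36, median -0.18, 0.0107, 0 over the list alone). Col10a1, the collagen of hypertrophic cartilage, had 778 CPM in WT and 368 CPM in Terc-/- (log2 -1.08, adjusted p = 0.105). Lists of p53 targets, telomere maintenance, DNA repair, retrotransposon silencing factors and mitochondrial genes did not pass (adjusted p 0.0826 to 0.913). Nor did fibroblast, smooth muscle, skeletal muscle, keratinocyte and hair, endothelial and circadian clock genes (0.0946 to 0.913). Median, mean and test differed in sign for telomere maintenance (0.01, 0.00, downward), skeletal muscle (-0.04, 0.02, upward) and keratinocyte and hair markers (-0.07, 0.23, upward).

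The tail tip count rested on single libraries. Without library a or library b of WT it was 2, and without library a or b of Terc-/- it was 1101 or 529. Of the called genes named above, all but S100a8 and S100a9 had adjusted p from 0.109 to 0.669 without a WT library. Tests of lists also ended without 1 library, namely cell cycle without Terc-/- a (adjusted p = 0.0923) and cartilage and bone (0.17) and red blood cells (0.0976) without Terc-/- b. HOX genes did not pass without WT b (0.134), Terc-/- a (0.0753) or Terc-/- b (0.292), and without Terc-/- a the keratinocyte and hair list passed in the lower direction (3.5e-06).

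In the liver, Terc-/- animals had far more transcripts of acute phase proteins, which hepatocytes secrete during inflammation, and fewer of detoxifying enzymes. Orm2, an acute phase glycoprotein, rose from 8.99 ± 3.1 to 654 ± 38.2 CPM (log2 6.18 ± 0.30, adjusted p = 4.87e-07, chromosome 4, 63362449 to 63365877). Lcn2, which sequesters bacterial iron carriers, rose from 6.94 ± 3.86 to 1688 ± 527 CPM (7.92 ± 0.51, adjusted p = 0.000274, chromosome 2, 32384637 to 32387739). The heme carrier Hpx rose from 3863 ± 92.9 to 19840 ± 3229 CPM (2.36 ± 0.21). Cyp3a11, a broad drug-metabolising cytochrome P450, fell from 2683 ± 355 to 111 ± 11.5 CPM (-4.60 ± 0.24, adjusted p = 6.42e-07, chromosome 5, 145854607 to 145879854). Acaa1b, a peroxisomal enzyme of fatty acid oxidation, fell from 1502 ± 328 to 125 ± 15.2 CPM (-3.59 ± 0.24, adjusted p = 4.93e-06). Of all kept genes 289 rose and 288 fell.

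Of 23 kept acute phase genes 19 rose and 0 fell over all genes, and 21 rose adjusted over the list alone. Their median log2 fold change was 2.49 (camera adjusted p = 2.39e-65, adjusted p = 0.129 with an estimated correlation). Further members were Apcs, the serum amyloid P gene (64.6 ± 12.2 to 919 ± 155 CPM, 3.83 ± 0.25), and Saa1 (6.94 ± 0.85, adjusted p = 0.0432). The Saa family shares reads, and the call of Saa1 ended without library a (0.173) or b (0.354) of WT. Of 29 xenobiotic metabolism genes 17 fell and 1 rose, and 22 fell and 1 rose adjusted over the list alone (median -1.14, adjusted p = 5.38e-30, adjusted p = 0.129 with an estimated correlation). Gsta4, a glutathione transferase of a family with similar copies, fell from 53.2 to 5.87 CPM (-3.18). Of 15 genes more active in male liver 5 fell, and 12 fell adjusted over the list alone (median -0.80, adjusted p = 7.59e-14, adjusted p = 0.129 with an estimated correlation). Among them were the fatty acid elongase Elovl3 (517 ± 69.9 to 110 ± 17.4 CPM, -2.23 ± 0.22) and Cyp2d9 (1510 ± 5.89 to 505 ± 99.2 CPM, -1.58), a member of a family of similar sequences. The 7 female-biased genes went both ways, with 2 higher and 1 lower (adjusted p = 0.734), and Cyp2c40 and Cyp2c69, close relatives whose reads may be shared, rose by 3.08 and 2.94. Their median was 0.00, their mean -1.05 and the test pointed upward.

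Of 23 fasting and PPAR alpha targets in the liver 6 fell and 1 rose, and 7 fell and 1 rose adjusted over the list alone (median -0.85, adjusted p = 4.53e-08, adjusted p = 0.579 with an estimated correlation). The fatty acid binding protein gene Fabp1 fell from 2769 ± 1205 to 515 ± 17.7 CPM (-2.43 ± 0.29). Of 25 cholesterol and fatty acid synthesis genes 4 rose, among them the isoprenoid enzyme Idi1 (18.8 to 65.4 CPM, 1.79). Adjusted over the list alone 5 rose (median 0.23, adjusted p = 0.00454, adjusted p = 0.811 with an estimated correlation), and the test turned downward without WT a (0.884). Inflammation genes rose in 3 of 19, and 3 rose and 1 fell over the list alone (median 0.18, adjusted p = 0.000151, adjusted p = 0.243 with an estimated correlation). The list did not pass in a fit of all libraries (0.272). Its members included the neutrophil attractant Cxcl1 (1.53 ± 0.129 to 36.7 ± 4.49 CPM, 4.58 ± 0.27). Mitochondrial respiration genes were lower as a list (33 kept, median -0.42, adjusted p = 0.000495, adjusted p = 0.799 with an estimated correlation). Their only called member, also over the list alone, the regulator Ppargc1a, rose (8.09 to 24.3 CPM, 1.58). Of 12 adipocyte markers 4 fell and 5 fell adjusted over the list alone (median -0.26, adjusted p = 0.00084, adjusted p = 0.26 with an estimated correlation), among them the fatty acid receptor Cd36 (-1.62). Macrophage markers did not pass as a list (median 0.68, adjusted p = 0.0903), with Cd14 higher (1.69) and the antigen presentation genes H2-Aa (-1.70) and Cd74 (-1.46) lower. Neutrophil granule genes Prtn3 (0.28 to 25.8 CPM, 6.47 ± 0.64) and Mmp8 (0.242 to 9.04 CPM, 5.17 ± 0.62) were among the largest rises. Lists of p53 targets, telomere maintenance, DNA repair, interferon response, cell cycle and retrotransposon silencing factors did not pass (adjusted p 0.0916 to 0.936). Nor did fibroblast, endothelial, red blood cell, circadian clock and bile acid genes (0.224 to 0.734). For telomere maintenance the median (-0.01) and mean (0.01) differed in sign with the test downward.

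The liver split depended on scaling. With library totals alone 222 genes were higher and 742 lower (23.03% higher, against 50.1%), and the median of all genes was -0.19. The top 10 genes held 18.06% and 17.02% of counts in Terc-/- liver and 12.45% and 12.68% in WT. Without 1 library the count was 1461 (WT a), 320 (WT b), 620 (Terc-/- a) or 798 (Terc-/- b), and Mmp8 did not pass without WT b (adjusted p = 0.0526).

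In the testis, genes of several somatic cell types were higher and genes of meiotic and later germ cells lower in Terc-/- animals. Sox9, the transcription factor of Sertoli cells, which nurse germ cells, rose from 24.8 ± 0.0995 to 112 ± 23.9 CPM (log2 2.17 ± 0.21, adjusted p = 0.00144, chromosome 11, 112782210 to 112787757). The Sertoli hormone gene Amh rose from 2.46 ± 0.264 to 20.3 ± 6.09 CPM (3.04 ± 0.32) and Nr5a1, a regulator of steroid synthesis, from 51.9 ± 3.44 to 201 ± 78.6 CPM (1.95). Pou5f2, a gene of male germ cells, fell from 51.6 ± 9.12 to 18.7 ± 6.6 CPM (-1.47 ± 0.27, adjusted p = 0.00452, chromosome 13, 78024902 to 78026296). The meiotic cyclin gene Ccna1 fell from 134 ± 1.01 to 62.2 ± 8.89 CPM (-1.11 ± 0.19, adjusted p = 0.00325). Of 8507 called genes 4929 rose and 3578 fell.

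All 23 kept Sertoli cell markers rose, both over all genes and adjusted over the list alone (median log2 1.92, camera adjusted p = 9.12e-17). Of 13 Leydig cell markers, genes of the cells that make testosterone, 12 rose, and 13 adjusted over the list alone (median 1.82, adjusted p = 9.47e-06). Among them was the luteinising hormone receptor Lhcgr (7.97 to 30.7 CPM). Macrophage markers rose in 18 of 21 genes, also 18 over the list alone (median 1.91, adjusted p = 2.28e-06), with the complement gene C1qa going from 7.75 to 42.1 CPM. Inflammation genes rose in 16 of 19, 17 over the list alone (median 1.85, adjusted p = 4.42e-07). Igfbp3, a binding protein of insulin-like growth factors, went from 3.95 to 63.3 CPM and Lcn2 from 163 ± 0.232 to 1020 ± 373 CPM. Interferon response genes rose in 24 of 36 and fell in 3, 25 and 3 over the list alone (median 1.49, adjusted p = 0.00124). Fibroblast and matrix markers rose in 12 of 19 and fell in 2, the same counts over the list alone (median 1.12, 0.00437). Further lists that rose were smooth muscle markers (10 of 12, 1 fell, likewise over the list alone, median 1.25, 0.00364), p53 targets (18 of 34, 4 fell, 19 and 4 over the list alone, median 0.91, 0.00364) and circadian clock genes (11 of 20, 2 fell, 12 and 2 over the list alone, median 0.78, 0.0135). Every list test in testis that passed had an adjusted p = 0.513 with an estimated correlation.

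Of 32 meiotic spermatocyte markers 28 fell and 0 rose, both over all genes and adjusted over the list alone (median -0.93, adjusted p = 1.35e-08). Of 25 round spermatid markers 21 fell, 25 over the list alone (median -0.87, 7.82e-07). Of 26 elongating spermatid markers 15 fell, 23 over the list alone (median -0.85, 7.82e-07). Examples were Spata16, needed for sperm head formation (412 to 206 CPM), and Prm3, a protamine family gene (53.2 to 28.7 CPM, -0.89). In the piRNA pathway, which silences transposons in germ cells, 20 of 24 genes fell, 20 also over the list alone (median -0.92, 3.5e-07). The mitochondrial factor gene Pld6 went from 78.6 to 33.8 CPM (-1.22). Cell cycle genes fell in 27 of 43, 29 over the list alone (median -0.75, 8.5e-07), with the mitotic kinase gene Aurka at 189 and 87.0 CPM. DNA repair genes fell in 31 of 91 and rose in 6, and 21 fell and 4 rose over the list alone (median -0.37, 0.00036), with the Fanconi anemia gene Fancd2 at 56.7 and 24.7 CPM (-1.20). All of these also had an adjusted p = 0.513 with an estimated correlation. Spermatogonia markers went both ways (6 higher, 2 lower of 19, median 0.14, adjusted p = 0.713) and endothelial markers did not pass (5 higher of 13, median 0.68, 0.227). Nor did telomere maintenance (6 higher, 6 lower of 23, 0.545), retrotransposon silencing factors (12 higher, 9 lower of 41, 0.713), mitochondrial (0.193) and red blood cell genes (0.769). Telomere maintenance (median 0.00, mean 0.04) and silencing factors (median -0.09, mean 0.14) had a test downward against their means. Among the latter Atrx, a chromatin remodeler that acts at telomeres and repeats, rose (12.98 to 60.2 CPM, 2.21).

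**Figure D2:**
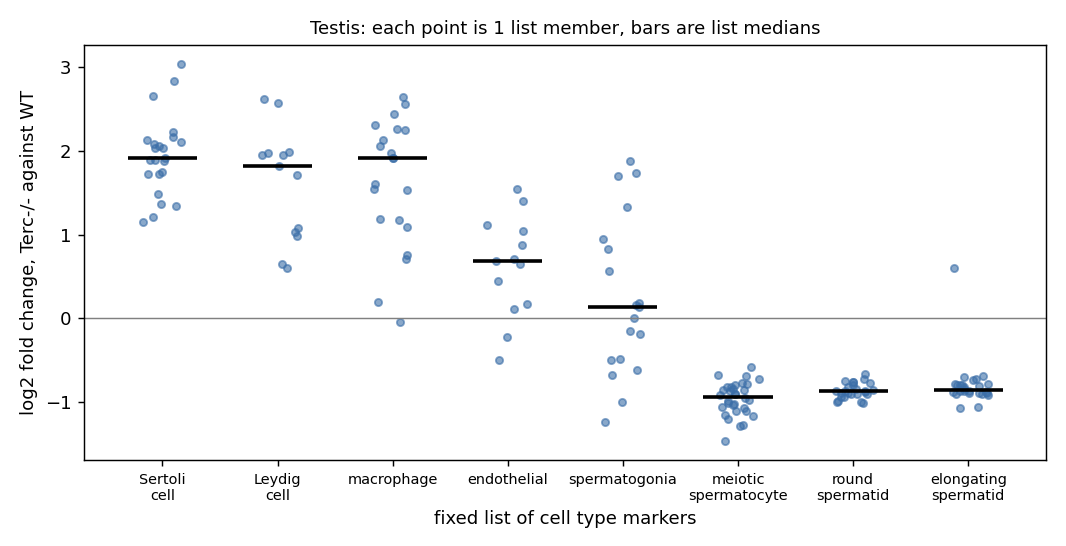
Log2 fold change in testis, Terc-/- against WT (vertical axis), of every kept member of 8 fixed marker lists (horizontal axis), from 2 libraries per group, with black bars for list medians. Sertoli cell, Leydig cell and macrophage medians lie at 1.92, 1.82 and 1.91, and the meiotic, round spermatid and elongating spermatid medians at -0.93, -0.87 and -0.85.

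How many testis genes rose against fell depended on scaling and libraries. The share of calls that were higher was 57.9% with TMM, 79.9% with library totals and 48.2% in a fit of all libraries. With FPKM values it was 34.1%, 34.2% or 37.0%. The median of all genes was 0.29 with library totals and -0.37 or -0.43 with FPKM values. Without library a or b of WT 2246 or 2448 genes passed, of which 94.1% and 93.9% were higher. Without library a or b of Terc-/- 12905 or 10484 passed. Of the genes named above, Ccna1 (0.0585 and 0.0583), Spata16 (0.171 and 0.194), Prm3 (0.118 and 0.166) and Aurka (0.0685 and 0.0712) did not pass without library a or b of WT. The tests of circadian clock genes without Terc-/- a (0.0816) and of interferon response genes without Terc-/- b (0.0841) did not pass.

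In TTFs no gene passed, so the values are given without a call. The smallest adjusted p in edgeR was 0.0994, while 1389 genes had an unadjusted p under 0.05 against 665 by chance. The genes with the smallest p were Zic1, a transcription factor of the zinc finger family (2.45 ± 0.232 CPM in WT, 24.9 ± 0.867 in Terc-/-, log2 3.34 ± 0.24), Svop (7.04 and 42.2 CPM) and the proline catabolism gene Aldh4a1 (37.95 and 124 CPM). On the lower side they were Tgfbi, an adhesion protein induced by TGF-beta (44.01 and 7.78 CPM, -2.50 ± 0.22), the betaine transporter Slc6a12 (12.9 and 0.16 CPM) and Dchs1 (49.8 and 15.5 CPM). DESeq2's Wald test called 371 genes, the fit of all 28 libraries 1053, the unfiltered fit 30 and the study's rule 734. The fits with DESeq2 size factors, library totals and the 3 FPKM settings called 0. Without 1 library edgeR called 78 (WT a), 266 (WT b), 1 (Terc-/- a) or 311 (Terc-/- b). In library b of Terc-/- the Y-linked genes were low, with Ddx3y at 10.4 CPM against 51.8 to 70.8 and Kdm5d at 2.92 against 25.2 to 31.9 in the other TTF libraries, and Xist, the RNA of the inactive X, had 6 counts.

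Some lists passed in TTFs, all with an adjusted p = 0.653 with an estimated correlation and 0 members past the threshold over all genes. Cell cycle genes were higher (43 kept, median 0.60, adjusted p = 2.8e-11, 7 higher adjusted over the list alone), as were interferon response genes (45, median 0.67, 2.79e-07, 0 over the list alone), p53 targets (35, median 0.29, 0.000423, 2 higher) and smooth muscle markers (12, median 0.08, 0.036, 2 higher). Macrophage and immune cell markers were lower (20, median -2.16, 5.05e-09, 0 over the list alone), with the monocyte receptor Cd14 at 123 ± 91.8 CPM in WT and 10.4 ± 3.23 in Terc-/-. Also lower were inflammation genes (34, median -1.17, 0.000623, 1 lower), endothelial markers (4, median -1.01, 0.00631, 1 lower) and adipocyte markers (10, median -0.52, 0.022, 1 lower). Without WT b the tests of interferon response (0.741), p53 targets (0.171), smooth muscle (0.741) and adipocyte markers (0.206) ended. So did those of p53 targets (0.056), smooth muscle (0.279) and endothelial markers (0.0796) without Terc-/- b and that of adipocyte markers (0.0628) without Terc-/- a, and without WT a inflammation genes passed in the upward direction (0.00113). In a fit of all libraries smooth muscle (0.0914), endothelial (0.0914) and adipocyte markers (0.113) did not pass. Cartilage and bone, keratinocyte and hair, mesenchymal stem cell, HOX, DNA repair, retrotransposon silencing, mitochondrial, telomere maintenance, skeletal muscle, fibroblast and imprinted genes did not pass (adjusted p 0.127 to 0.933). Fibroblast markers (median 0.03, mean 0.00) and imprinted genes (median 0.05, mean 0.00) had a test downward.

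In ASCs, genes of macrophages and of dividing cells fell in Terc-/- cultures. Csf1r, the growth factor receptor of macrophages, fell from 125 ± 5.7 to 15.4 ± 1.8 CPM (log2 -3.02 ± 0.12, adjusted p = 5.76e-08, chromosome 18, 61105572 to 61131139). Laptm5, a lysosomal protein of blood cells, fell from 171 ± 7.87 to 17.4 ± 3.04 CPM (-3.29), and the Fc receptor chain Fcer1g from 102 ± 13.6 to 10.9 ± 1.31 CPM (-3.22). The proliferation marker Mki67 fell from 58.7 ± 6.57 to 22.9 ± 1.98 CPM (-1.36 ± 0.12, adjusted p = 1.37e-05). Pla1a, a phospholipase gene, rose from 11.8 ± 1.79 to 73.5 ± 0.963 CPM (2.64 ± 0.13, adjusted p = 1.36e-07, chromosome 16, 38396117 to 38433191), together with the matrix protease Mmp10 (2.88) and Aox3 (2.65). Of 1682 called genes 483 rose and 1199 fell, and Fcrl1, a receptor of B cells, was at least 46.4-fold lower. Over 2-fold 114 genes rose and 670 fell, and in a fit of all libraries 93 rose and 638 fell.

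Of 20 macrophage and immune cell markers in ASCs 17 fell, and 18 fell and 1 rose adjusted over the list alone. Their median log2 fold change was -2.80 (camera adjusted p = 9.55e-85, adjusted p = 0.361 with an estimated correlation). Cell cycle genes fell in 31 of 43, 35 over the list alone (median -0.71, adjusted p = 9.99e-13). Among them were Mcm5 (-1.10) and Top2a (-0.94), which act in DNA replication and chromosome untangling. Endothelial markers fell in 8 of 13, 10 over the list alone (median -0.81, 0.000178), with the endothelial cadherin Cdh5 at 76.8 and 38.9 CPM. P53 targets rose in 11 of 35 and fell in 1, and 16 rose and 2 fell over the list alone (median 0.30, 0.00082). Ccng1 rose from 475 to 692 CPM (0.54, adjusted p = 0.00351), while the stress gene Sesn1 fell (-0.84). The cell cycle, endothelial and p53 lists had an adjusted p = 0.501 with an estimated correlation. Inflammation genes rose in 10 of 34 and fell in 4, 11 and 4 over the list alone (median 0.25, 0.00153, adjusted p = 0.553 with an estimated correlation), and as a list did not pass in a fit of all libraries (0.0658). The members that fell included the macrophage cytokine Tnf (15.1 to 1.84 CPM, -3.05). Of 5 keratinocyte and hair markers 1 rose, 2 over the list alone (median 0.38, adjusted p = 0.0453, adjusted p = 0.501 with an estimated correlation). This list did not pass without WT a (0.223), WT b (0.0923), Terc-/- a (0.0902) or Terc-/- b (0.115), nor with no filter (0.0857) or in a fit of all libraries (0.14).

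Other ASC lists did not pass, although single members changed. Among 23 imprinted genes 2 rose and 6 fell (2 and 7 over the list alone, median -0.11, adjusted p = 0.144), with the growth-related RNA H19 falling from 449 ± 1.6 to 209.6 ± 4.29 CPM (-1.10) and Mest from 30.4 to 12.3 CPM (-1.30). Among 10 mesenchymal stem cell markers (adjusted p = 0.768) Ly6a rose from 321 to 738 CPM (1.20) and Nes fell (-1.30). Interferon response genes (2 higher, 8 lower of 44, median -0.41, 0.255), retrotransposon silencing factors (1 higher, 5 lower of 41, 0.619) and DNA repair genes (9 lower of 92, 0.255) did not pass. Nor did fibroblast (1 higher, 1 lower of 22, 0.255), HOX (1 higher, 1 lower of 32, 0.255), cartilage and bone (1 higher, 4 lower of 8, 0.342), adipocyte (2 lower of 12, 0.207), smooth muscle (1 lower of 12, 0.619), telomere maintenance (1 lower of 23, 0.751), skeletal muscle (0.635) and mitochondrial genes (0.762). Telomere maintenance and mitochondrial genes had negative medians (-0.01 and -0.06) with a test upward. The ASC count was between 1268 and 2190 when any 1 library was left out.

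In early ESCs, genes of the 2-cell embryo, inflammation, and primed epiblast and mesoderm rose in the Terc-/- cultures and pluripotency genes fell. Macrophage genes were also counted, with Marco at 1008 counts in WT and 2826 in Terc-/- and Fcrls at 284 and 211. Whether other cells in the ESC cultures contributed to these changes was not tested. The transcription factor Zscan4c, which marks a brief 2-cell-like state and acts in telomere lengthening, had a ratio of 77.2-fold (95% interval 13.6 to 3077) and Zscan4a one of 93.0-fold (16.4 to 3698), although the Zscan4 copies share reads. Nodal, a signal of the early embryo, rose from 76.7 to 292 CPM (log2 1.93 ± 0.08). The pluripotency factors Esrrb and Klf5 fell from 981 ± 18.3 to 441 ± 8.11 CPM (-1.16 ± 0.07, adjusted p = 3.51e-15) and from 249 to 106 CPM (-1.23). Mest, an imprinted gene read from the paternal copy, fell from 90.4 ± 5.4 to 1.49 ± 0.318 CPM (-5.94 ± 0.16, adjusted p = 2.97e-25, chromosome 6, 30733506 to 30748466). Pot1a, which encodes a telomere end-binding protein, fell from 48.7 ± 3.76 to 13.2 ± 0.385 CPM (-1.88 ± 0.13, adjusted p = 2.9e-14, chromosome 6, 25743940 to 25809277). Of 8060 called genes 4017 rose and 4043 fell.

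Of 17 kept 2-cell embryo genes in early ESCs 16 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 4.64e-07). Their fitted median was 6.41, and 3.91 with the 9 genes at 0 in WT set to their bounds, from 85 counts in WT and 1530 in Terc-/-. Inflammation genes rose in 29 of 38 and fell in 1, the same over the list alone (median 0.93, adjusted p = 3.85e-14). Interferon response genes rose in 31 of 45, 33 over the list alone (median 0.68, 1.25e-06), among them the ubiquitin-like Isg15 (38.9 to 87.3 CPM, 1.17). Primed epiblast and mesoderm genes rose in 14 of 22 and fell in 2, 14 and 3 over the list alone (median 1.26, 4.78e-05). P53 targets rose in 20 of 35 and fell in 6, the same over the list alone (median 0.38, 0.00113). Pluripotency genes fell in 17 of 29 and rose in 5, 18 and 5 over the list alone (median -0.36, 0.00351). These 6 lists had an adjusted p = 0.328 with an estimated correlation. Fibroblast and matrix markers rose in 17 of 22 and fell in 2, 17 and 3 over the list alone (median 0.56, 0.00113, adjusted p = 0.502 with an estimated correlation). DNA repair genes fell in 43 of 92 and rose in 11, the same over the list alone (median -0.27, 0.00834, adjusted p = 0.448 with an estimated correlation). Telomere maintenance genes did not pass as a list (5 higher, 13 lower of 23, median -0.40, adjusted p = 0.0745). Neither did neural lineage (0.0503), imprinted (0.0503), retrotransposon silencing (0.0772), primitive endoderm (0.0772) and piRNA genes (0.101), nor mitochondrial (0.107), macrophage (7 higher, 1 lower of 22, 0.282), cell cycle (0.311), trophoblast (0.311) and germline genes (0.661, median -0.01, mean 0.13, test downward). Dnmt3a, a DNA methyltransferase among the silencing factors, rose from 74.3 to 234 CPM (1.65).

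In late ESCs the Terc-/- cultures had higher matrix, interferon, trophoblast and 2-cell embryo genes and lower cell cycle and DNA repair genes. Here too, whether a differing share of other or differentiated cells contributed was not tested. The keratins Krt8 and Krt18, of simple epithelium and trophoblast, rose from 34.6 to 421 CPM (log2 3.60) and from 37.0 to 356 CPM (3.27). Dcn, a matrix proteoglycan, rose from 16.9 ± 0.324 to 112 ± 4.88 CPM (2.73 ± 0.07, adjusted p = 4.98e-19). Cdkn1a, the p53-induced inhibitor of cyclin-dependent kinases, rose from 177 ± 3.61 to 379 ± 4.85 CPM (1.10 ± 0.05, adjusted p = 1.66e-15), and the matrix protease Mmp3 by 2.38 ± 0.07 on the log2 scale to 119 CPM. Mest fell from 101 ± 1.53 to 1.41 ± 0.113 CPM (-6.15 ± 0.12, adjusted p = 1.11e-21) and Pot1a from 38.2 ± 1.72 to 6.82 ± 0.612 CPM (-2.49 ± 0.11). Zscan4c was at least 55.8-fold and the cytochrome gene Cyp1a1 at least 69.5-fold higher. Of 9599 called genes 4849 rose and 4750 fell, and over 2-fold 2034 rose and 903 fell.

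All 19 kept 2-cell embryo genes rose in late ESCs, also adjusted over the list alone (camera adjusted p = 4.56e-05, adjusted p = 0.15 with an estimated correlation). Their fitted median was 5.45, or 4.85 with 7 genes at their bounds, from 61 and 1235 counts. Inflammation (31 of 37 rose, 4 fell, median 1.59, adjusted p = 3.41e-19) and interferon response genes (39 of 43 rose, 1 fell, median 1.66, 1.91e-11) had the same counts over the list alone and an adjusted p = 0.134 with an estimated correlation. Fibroblast and matrix markers (20 of 21 rose, median 1.59, 2.27e-17), trophoblast genes (11 of 16 rose, 4 fell, 12 and 4 over the list alone, median 1.45, 3.76e-08) and primed epiblast and mesoderm genes (19 of 23 rose, 2 fell, median 1.88, 0.000549) were higher, and Lefty1, an inhibitor of Nodal, fell from 170.0 to 32.01 CPM (-2.41). Cell cycle (34 of 43 fell, 1 rose, 35 and 1 over the list alone, median -0.36, 2.66e-07) and DNA repair genes (66 of 92 fell, 6 rose, median -0.37, 1.46e-06) were lower. So were piRNA (14 of 21 fell, 1 rose, median -0.71, 0.00307), telomere maintenance (13 of 23 fell, 1 rose, median -0.30, 0.00608) and germline genes (18 of 25 fell, 3 rose, median -0.66, 0.0064). Counts over the list alone were the same where none is given, and from the fibroblast list to the germline list every adjusted p = 0.15 with an estimated correlation. Examples were the topoisomerase gene Top2a (937 to 487 CPM, -0.94), the cyclin Ccnd1, which rose instead (146 to 363 CPM, 1.31), the recombination factor Rad51c (31.9 to 10.3 CPM, -1.64) and the meiotic gene Sycp3 (25.1 to 8.40 CPM, -1.58).

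In late ESCs, primitive endoderm genes rose in 15 of 21 and fell in 3, the same over the list alone (median 1.20, adjusted p = 3.2e-05, adjusted p = 0.257 with an estimated correlation). The basement membrane collagens Col4a1 (1.62) and Col4a2 (1.76) were among them. P53 targets rose in 21 of 35 and fell in 8, 21 and 9 over the list alone (median 0.23, 0.0077, adjusted p = 0.257 with an estimated correlation). Retrotransposon silencing factors fell in 27 of 41 and rose in 6, 27 and 7 over the list alone (median -0.32, 0.00259, adjusted p = 0.411 with an estimated correlation). Among them was the heterochromatin protein gene Cbx1 (-1.26). Mitochondrial genes fell in 20 of 32 and rose in 2, 21 and 2 over the list alone (median -0.19, 0.0325, adjusted p = 0.489 with an estimated correlation). That call ended with library totals (0.0623), and the call of p53 targets in a fit of all libraries (0.0518). Macrophage and immune cell markers (5 higher, 15 lower of 22, median -1.49, 0.101), pluripotency (14 higher, 10 lower of 29, 0.205), neural lineage (8 higher, 1 lower of 13, 0.131) and imprinted genes (13 higher, 7 lower of 24, 0.106) did not pass as lists. Among them Lyz2, a lysozyme of myeloid cells, fell from 34.97 to 9.75 CPM (-1.83), and the imprinted genes Meg3 (2.07 to 29.99 CPM, 3.85) and Igf2 (29.4 to 213 CPM, 2.86) rose. In both ESC passages none of the called genes named so far lost its call when 1 library was left out.

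Early and late ESCs were compared to see whether the genotype difference held with passage. Of 14199 genes kept in both, 5776 were called in both, of which 4771 (82.6%) had the same direction and 1005 the opposite one. Genes higher in both numbered 2326, where independent lists would share 1295.5, and those lower in both 2445 against 1331.3. Across genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.538 and a Spearman correlation of 0.529. The interaction of genotype and passage passed for 6580 of 15141 genes. Of these 3720 were positive, with a larger log2 difference in late than in early ESCs, and 2860 negative. Trpm1, an ion channel gene, was lower in early Terc-/- ESCs (626 and 12 counts over the group, log2 -6.21) and higher in late ones (104 and 186 counts, 1.28). Il1b went the other way, with 759 and 4801 counts in early and 339 and 4 in late ESCs (2.10 and -5.88), as did the myeloid receptor gene Clec4e, with 268 and 1856 counts and then 94 and 0.

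Between the early and late passage 5863 genes differed in WT ESCs (2653 higher and 3210 lower in late than early). In Terc-/- ESCs 7718 genes differed (3978 and 3740). Whether passage or another difference between the early and late cultures caused these changes was not tested. Among changes over 2-fold in WT 276 genes were higher and 1291 lower, and in a fit of all libraries 419 and 1356. In Terc-/- ESCs these were 748 and 937, and 1429 and 1833. These contrasts share libraries with the genotype comparisons. In WT the germ cell co-chaperone gene Fkbp6 (22 to 358 counts, log2 3.32) and the X-linked RNA export gene Nxf3 (30 to 477 counts, 3.29) rose, and the macrophage genes Marco (1008 to 66 counts, -4.60), Fcrls (284 to 14 counts, -5.00) and Cd48 (78 to 4 counts, -4.85) fell. In Terc-/- ESCs the apoptosis gene Hrk (35 to 604 counts, 4.42) and the ATP receptor gene P2rx3 (26 to 341 counts, 4.04) rose, while Clec4e was at least 492-fold, Sprr2d at least 109-fold, Clec4a2 at least 64.2-fold and Cd300ld at least 52.5-fold lower in late cells. Hrk also rose in WT in counts (1303 to 4780). Sprr2d and Prl2c4 belong to families with near-identical copies, so their values are uncertain.

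The study looked at where retrotransposons that change with short telomeres lie along chromosomes. Positions of genes, not of retrotransposons, were tested here. Within 20 Mb of the distal end, 847 of 2821 genes (30.02%) fell in early ESCs against 27.05% elsewhere, an odds ratio of 1.157 (95% interval 1.056 to 1.268, Fisher's exact test, adjusted p = 0.0235). Of 14 such tests, among them those of TTFs, which had no called gene and could not pass, this was the only 1 that passed. Its odds ratio was 0.7954 at 1 Mb (adjusted p = 0.731), 1.101 at 50 Mb (0.0455) and 1.082 at either end (0.212). Of 147 whole chromosome tests 3 passed. The X chromosome was higher in testis (median log2 1.11, 359 higher and 37 lower of 659 genes, adjusted p = 7.25e-08, adjusted p = 0.775 with an estimated correlation). In the same libraries meiotic and spermatid markers were lower and Sertoli markers higher (medians -0.93 to -0.85 and 1.92), and whether the X chromosome moved with them was not tested. In late ESCs chromosome 11 was lower in Terc-/- against WT (median -0.21, 574 lower and 281 higher of 1203 genes, 0.0124, adjusted p = 0.148 with an estimated correlation). From early to late passage the same chromosome rose in WT (median 0.21, 481 higher and 189 lower of 1254 genes) and had a median of 0.01 in Terc-/- ESCs (351 and 331). All 6 kept genes of chromosome Y were higher (median 1.07, 0.0124, adjusted p = 0.559 with an estimated correlation, and 0.362 in a fit of all 28 libraries). In early ESCs 3 of the 6 were higher and 1 lower (adjusted p = 0.277), with Uty at 20.9 and 21.97 CPM in WT and 14.4 and 15.1 CPM in Terc-/-. Ddx3y of chromosome Y stood at 23.3 to 37.1 CPM in WT ESCs and at 56.7 to 65.1 CPM in early and 106.9 to 107.5 CPM in late Terc-/- ESCs. Xist had 14.7 to 24.4 CPM in early ESCs of both genotypes and 6.91 and 7.76 in WT against 19.3 and 19.2 in Terc-/- late ESCs.

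Chromosome 6 was lower in the ESCs but did not pass as a whole (median -0.12 in early, adjusted p = 0.0768, and -0.15 in late ESCs, 0.115). Chromosome 8 was also lower in early ESCs (median -0.15, 300 lower and 137 higher of 771 genes, 0.0768) and had a median of -0.02 in late ESCs (0.916). In WT it fell with passage (median -0.15, 246 lower and 52 higher of 793 genes). Between 20 and 80 Mb of chromosome 6, an interval chosen after the values along the chromosome had been seen, the median was -0.53 in early ESCs (134 genes lower and 30 higher of 241) and -0.54 in late ESCs (139 and 40 of 243). Outside it, the windows from 5 to 10 Mb (-0.72 in early and -0.85 in late ESCs) and from 10 to 15 Mb (-0.25 and -0.41) were also low. The window from 15 to 20 Mb was above 0 (0.18 and 0.66), and the first window, up to 5 Mb, had -0.61 in early and 0.38 in late ESCs. In the interval 55.6% and 57.2% of the genes fell, against 27.1% and 32.2% in the rest of the genome. The medians of the 4 Terc-/- libraries lay between -0.615 and -0.499, and those of the other cell types between -0.046 and 0.05. Mest and Pot1a lie in this interval. Copg2, whose end overlaps that of Mest so that reads can be shared (30747554 to 30896815), was lower by -1.46 and -1.52 on the log2 scale; it was chosen after its values were seen.

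**Figure D3:**
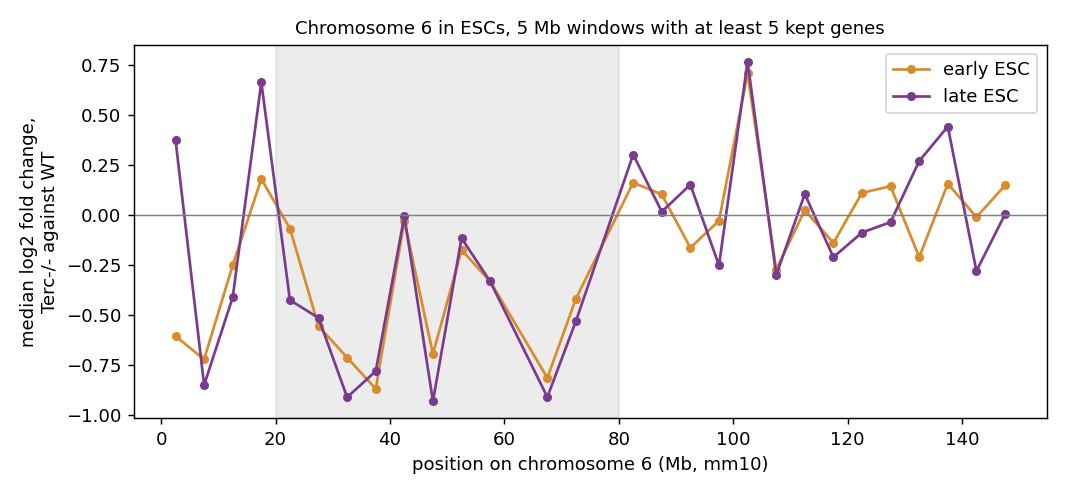
Median log2 fold change of genes in windows of 5 Mb along chromosome 6 (horizontal axis, Mb in mm10; windows with at least 5 kept genes), Terc-/- against WT (vertical axis), in early and late ESCs with 2 libraries per group. Both lines lie below 0 in the windows of the grey interval from 20 to 80 Mb, whose medians over all genes are -0.53 and -0.54.

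Across cell types, no gene passed in the same direction in all 7 comparisons. C3, the central complement component, rose in 6, by 2.42 ± 0.23 in tail tip, 1.49 in liver, 2.08 in testis, 0.87 in ASCs and 0.64 and 1.18 in early and late ESCs. In TTFs it had -4.31 with an adjusted p of 0.532. Its tail tip call ended without library a (adjusted p = 0.109) or b (0.253) of WT. In 5 comparisons 11 genes rose, among them the chemokine Cxcl14 (liver 3.83, ASCs 2.34, early ESCs 1.53, late ESCs 2.81, and testis from 0.511 to 1.79 CPM) and Lcn2 (liver 7.92, testis 2.65, ASCs 3.31, early ESCs 0.71, late ESCs 2.86). Calls that ended without library a or b of WT were that of Lcn2 in ASCs (adjusted p = 0.294 and 0.313) and those of Cxcl14 in liver (0.123 and 0.255) and testis (0.131 and 0.274). Pctp, a phosphatidylcholine transfer protein gene, was the 1 gene that fell in 5 (liver -1.81, testis -0.77, ASCs -1.05, early ESCs -1.11, late ESCs -1.38), and its testis call ended without library a (0.295) or b (0.199) of WT. Genes higher in both testis and late ESCs numbered 2000, against 1468.6 for independent lists (Fisher's exact test, adjusted p = 8.5e-93). In both ASCs and late ESCs there were 294 against 149 (4e-45), and in both liver and testis 134 against 86.6 (1.32e-09). The testis list moved with single libraries. Without library a or b of WT testis the genes shared with late ESCs were 977 against 626.8 (1.28e-70) and 1054 against 680.4 (3.21e-75). Those shared with liver were 79 against 37.5 (8.89e-11) and 85 against 41 (2.58e-11). Without WT a or b of liver, the liver and testis count was 293 against 252.5 (0.00362) or 77 against 47 (3.43e-07), and without Terc-/- b of ASCs the ASC count was 199 against 94.8 (3.54e-36). With calls by adjusted p, lower genes were shared less. They numbered 1077 against 848.5 for testis with late ESCs, 342 against 341 for ASCs with late ESCs, and 22 against 34.2 for liver with testis. This did not hold with the study's rule. In the same pairs it gave 75 against 28.6, 100 against 27.8 and 18 against 6.3 lower genes. Higher genes by that rule were 822 against 446.8, 58 against 16.9 and 155 against 100.5. These tests count genes, which are not independent replicates. Over all genes kept in both, fold changes had a Pearson correlation of 0.029 and a Spearman correlation of 0.015 for liver with testis, and of 0.093 and 0.067 for ASCs with late ESCs. They were 0.22 and 0.214 for testis with late ESCs and 0.396 and 0.196 for TTFs with ASCs. The lowest Pearson values were those of tail tip with TTFs (-0.24, Spearman -0.05) and with ASCs (-0.165, Spearman -0.056). No library is shared between cell types, but whether the same animals gave several tissues is not stated. Early and late ESCs, whose codes point to 1 line per genotype, entered as separate comparisons. The comparisons may therefore not be independent, and whether shared animals or lines gave the shared genes was not tested.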

Values the study reported

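The study gave passage 18 for its early and passage 42 for its late ESCs, and passage 22 for G3 Terc-/- ESCs that were used elsewhere in it. It described a deletion of part of chromosome 6 in G3 and G4 Terc-/- ESCs. Differentially expressed genes were those with a fold change over 2 and a P value under 0.05, and reads were 150 bp long. Retrotransposons were called at a fold change over 1.5 with a P value under 0.05, and windows of 1 Mb and 20 Mb from the telomere were used for their positions.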

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

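The interaction test behind the values here was planned before the data were examined. The genotype difference of 6580 genes changed with ESC passage, and 1004 of them were called in opposite directions at the early and the late passage. Differences between the passages are given on the log2 scale as the interaction, late minus early, with counts over the libraries of a group. The ESC codes point to 1 line per genotype, so the interaction compares passages of these lines.

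The positive interactions were led by Trpm1 (7.50, from 626 and 12 counts in WT and Terc-/- early ESCs to 104 and 186 in late ESCs). Cyp1a1 followed with 6.67, from 3 and 31 to 0 and 152 counts, a fitted value that rests on a 0 and is no bound, and did not pass without library a of early WT ESCs (adjusted p = 0.0714). Tspan11 had 5.66, from 102 and 50 to 11 and 137 counts. Prl2c4 had 5.56, from 62 and 39 to 15 and 217 counts, and lies in a family whose copies share reads. The immediate early gene Egr3 had 5.10, from 112 and 126 to 21 and 406 counts.

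The negative interactions were led by genes whose late Terc-/- counts were at or near 0, so that these fitted values are no bounds. Clec4e had -10.50, from 268 and 1856 to 94 and 0 counts, and Sprr2d -8.89, from 25 and 409 to 13 and 0. Il1b had -7.97, from 759 and 4801 to 339 and 4 counts. Clec4a2 had -7.53, from 97 and 242 to 34 and 0 counts, and Cd69 -7.10, from 39 and 119 to 20 and 0.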

How the results depend on the processing

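Library totals without TMM factors, and genes shared between cell types without 1 library, were alternatives chosen after the data were seen. Tests of lists, chromosomes, ends and shared genes that passed under no setting, 196 of 340 with a sign change in 67, were set apart from the values here, a choice also made after they were seen. No paired analysis was possible because the columns carry no replicate numbers, so the planned replicate block was not run. Fits without 1 library leave a lone sample in a group, which is assumed to vary like the others. Power is limited where spread is high, as in TTFs, and genes near 0 counts are limited by depth. The cause was not tested for any value that moved or reversed here, except that added limits call fewer genes by construction.

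With an added fold change limit of 2, genes past the threshold numbered 4860 in testis, 784 in ASCs, 2273 and 2937 in early and late ESCs, 1993 for the interaction, and 1567 and 1685 for passage in WT and Terc-/-. In a fit of all 28 libraries they numbered 16 in tail tip, 1590 in liver, 1053 in TTFs, 731 in ASCs, 4762 and 5148 in early and late ESCs, 1662 for the interaction, and 1775 and 3262 for passage. With the study's rule they numbered 250 in tail tip, 5109 in testis, 734 in TTFs, 950 in ASCs, 2367 and 2989 in early and late ESCs, 2227 for the interaction, and 1744 and 1820 for passage. DESeq2's Wald test gave 145 in tail tip and 371 in TTFs, library totals 48 in tail tip and 964 in liver, and no filter 96 in tail tip, 1193 in liver and 30 in TTFs. On FPKM, tail tip had 15 with a pseudocount of 0.1, and 3 with no filter. Liver had 341 with a pseudocount of 0.1, 360 with 1, and 61 with no filter, and ASCs had 967 with no filter. Other counts stayed within 1.5 times.

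Without 1 library, counts ranged from 2 to 1101 in tail tip, 320 to 1461 in liver, 2246 to 12905 in testis, 1 to 311 in TTFs, 1268 to 2190 in ASCs, 6442 to 7705 in early ESCs and 8494 to 9512 in late ESCs. They ranged from 5312 to 7009 for the interaction, 4268 to 4673 for passage in WT and 5865 to 7406 in Terc-/-. Of 68 list tests that passed, 0 passed with an estimated correlation and 54 kept their call without any 1 library. Of 3 chromosome tests 0 passed with an estimated correlation and 3 kept their call without any 1 library. Of 346 genes named within a comparison and past the threshold 286 kept their call without any 1 library. The distal end test passed 0 times at 1 Mb, 3 times at 50 Mb and 0 times for either end. Shared genes exceeded chance in 15 tests, and in 37 with the study's rule.

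Directions reversed for the odds ratio of lower genes near the distal end in early ESCs (0.7954 at 1 Mb), testis (0.7106 at 1 Mb, 0.9718 for either end) and ASCs (1.173 at 50 Mb). With the study's rule, shared lower genes turned from fewer to more than chance for liver with early ESCs (25), late ESCs (17) and testis (18), tail tip with ASCs (3), liver (3) and testis (4), and testis with ASCs (30). List tests that reversed without 1 library ranged over the left-out libraries, in tail tip, from an adjusted p of 1.3e-05 to 0.291 for circadian clock (0.291 reversed), 0.0156 to 0.927 for fibroblast (0.445 and 0.927 reversed), 3.5e-06 to 0.242 for keratinocyte (3.5e-06 reversed) and 6.64e-06 to 0.326 for smooth muscle genes (0.326 reversed). Skeletal muscle there ranged from 1.89e-09 to 0.499 (4.77e-07 and 0.499 reversed) and also reversed with library totals (0.867) and no filter (0.956). In liver the ranges were 6.13e-18 to 0.884 for cholesterol synthesis (0.884 reversed), 0.0144 to 0.884 for female-biased (0.833 and 0.884 reversed), 0.0081 to 0.919 for fibroblast (0.919 reversed) and 1.67e-05 to 0.824 for interferon genes (0.824 reversed). They were 1.21e-73 to 0.0163 for inflammation genes (0.00113 reversed) and 4.23e-25 to 0.977 for chromosome Y in TTFs (0.895 reversed), 5.46e-07 to 0.796 for interferon genes in ASCs (0.266 reversed) and 0.014 to 0.915 for macrophage markers in early ESCs (0.915 reversed). Leaving out 1 library also brought list tests past the threshold 32 times. Of the other values, 544 of named genes, lists and chromosomes were unchanged with DESeq2 size factors. With all 28 libraries 432 were unchanged, 33 gained and 79 lost their call, with library totals 530, 5 and 8, and with DESeq2's Wald test 411, 23 and 7.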

Other observations

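Further single genes had large changes. In testis the signal gene Wnt4 was 156-fold higher by ratio in Terc-/- (95% interval 53.1 to 760), the whey-acidic protein gene Wfdc18 259-fold (46.1 to 10280) and Ly6h at least 39.5-fold. The clock output gene Dbp (log2 1.90) and Npas2 (2.40) also rose there. The genes Cfd (adipsin) and Car3, both typical of fat, were at least 37.7-fold and 26.6-fold lower in testis, and Cfd also fell in liver (-4.80). Without library a or b of WT, 2246 or 2448 genes were called in testis, against 8507 with all libraries. The urinary protein gene Mup9 was 67.3-fold lower by ratio in liver (11.7 to 2699), in a family whose members share reads.

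In early ESCs, the gluconeogenesis gene Fbp1 was 130.5-fold higher by ratio (23.2 to 5183) in Terc-/- cells, the respiratory chain gene Ndufs5 at least 21.4-fold and the zinc finger gene Zfp991 at least 41.7-fold. Ndufs5 had 0 counts in WT early ESCs and 49 in WT late ESCs, at least 10.2-fold higher there. Its counts over the Terc-/- groups were also low, 94 in early and 140 in late ESCs. Whether its reads were lost or split in counting was not tested, so these folds are uncertain. The germline genes Tex14 (-2.13) and Stag3 (-1.92) fell in early ESCs, and Stk31 (-1.52) in late ESCs. The signal inhibitor gene Fst (2.01) and the neural factor gene Sox3 (2.46) rose in early ESCs, and the caudal factor gene Cdx1 (2.79) in late ESCs.

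Of the tests in the paragraphs that follow, those of a loss in every cell and of a single library on chromosome 6, and that of unchanged proportions of other cells in testis, were chosen after the result was seen.

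Genes between 20 and 80 Mb of chromosome 6 were lower in Terc-/- ESCs at both passages, and so were windows from 5 to 15 Mb. The window from 15 to 20 Mb between them was not (medians 0.18 in early and 0.66 in late ESCs), so where a loss would start is open. If RNA followed copy number, loss of 1 of both copies of the whole interval in every cell would bring the median near -1. The higher of the passage medians was -0.529 (SE 0.076 over the interval's genes, not over libraries). Both the interval and this rule were set after the medians were seen, so the value does not decide the question. The highest median of a single Terc-/- library was -0.499, which argues against a single library as the source. Mest is read from the paternal copy, and so is Nap1l5, which had 0.79 in early ESCs (adjusted p = 0.148, 29 and 74 counts) and 1.22 in late ESCs (adjusted p = 0.00237, 55 and 94 counts). It was set in advance that a Nap1l5 not lower by more than 1 would speak against a loss of the paternal copy of part of the interval. That rule was wrong, because Nap1l5 lies within Herc3 (58905233 to 58907126, Herc3 with 919 and 582 counts in late ESCs), so reads of the pair may be shared, and such a loss stays open. A loss that ends before Nap1l5 would not reach the genes between 65 and 75 Mb, whose windows of 5 Mb had medians of -0.81 and -0.42 in early and -0.91 and -0.53 in late ESCs, so it may bear on Mest and other genes before Nap1l5 but not on these. Klf14, which lies next to Mest and is read from the maternal copy, had -2.43 in early ESCs (adjusted p = 0.0108, 23 and 6 counts) and -0.33 in late ESCs (adjusted p = 0.559, 40 and 23 counts), and a loss of the paternal copy alone would leave it unchanged. It was chosen after its values were seen, and its counts are too low to decide. Loss in every cell, in part of the cells or of part of the interval, and the difference between the lines, stay open. The study's exome sequencing, not analysed here, called a deletion on this chromosome. The study's Hi-C map of chromosome contacts, also not analysed here, had fewer contacts in a region of it.

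In testis, markers of several somatic cell types, though not the endothelial list, were higher and those of meiotic and later germ cells lower. The highest of the germ cell list medians was -0.594 over the TMM, DESeq2 and library total scalings and -0.538 without any 1 library, which argues against scaling among these or a single library as the cause. A lower share of germ cells with all other cells in unchanged proportion would raise every somatic list alike. The Sertoli median exceeded the endothelial one by 1.236 (SE 0.227 over marker genes, not animals), while the Leydig and macrophage medians were 1.82 and 1.91. The pair compared, the highest and lowest of these medians, was picked after they were seen, so it does not decide the question. A lower share of germ cells, with or without changes in single somatic types, may go with the values, as may a change in expression within cells. Counts of bulk tissue leave these open.

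In ASCs, macrophage markers were lower in Terc-/- cultures, and a lower share of macrophages is a candidate explanation. Of the fixed list 17 of 20 kept genes fell (median -2.80), and in a second list of blood cell genes with no gene in common, written before its values were seen, 25 of 26 fell with a median of -2.987 and an interquartile range of 0.475. The most abundant markers moved alike, with Laptm5 at 171 and 17.4 CPM, Csf1r at 125 and 15.4 and Fcer1g at 102 and 10.9. The highest median of the fixed list without 1 library was -2.664, which argues against a single library. The values a lower share needs are thus present, while the reason for it, including how the cultures were made and passaged, was not tested. The description of 1 WT ASC sample carries the suffix p2 and the others carry none, so that culture may have been at another passage, and which of the libraries it is cannot be told from the columns.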
